# Identification of Circular RNA Expression Profiles in White Adipocytes and Their Roles in Adipogenesis

**DOI:** 10.3389/fphys.2021.728208

**Published:** 2021-08-19

**Authors:** Peng-peng Zhang, Qiu Han, Ming-xuan Sheng, Chun-yu Du, Ya-ling Wang, Xiao-fang Cheng, Hai-xia Xu, Cen-cen Li, Yong-jie Xu

**Keywords:** circRNA, adipocyte, adipogenesis, obesity, high-throughout RNA sequencing

## Abstract

Obesity and its related metabolic diseases have become great public health threats worldwide. Although accumulated evidence suggests that circRNA is a new type of non-coding RNAs regulating various physiological and pathological processes, little attention has been paid to the expression profiles and functions of circRNAs in white adipose tissue. In this study, 3,771 circRNAs were detected in three stages of white adipogenesis (preadipocyte, differentiating preadipocyte, and mature adipocyte) by RNA-seq. Experimental validation suggested that the RNA-seq results are highly reliable. We found that nearly 10% of genes which expressed linear RNAs in adipocytes could also generate circRNAs. In addition, 40% of them produced multiple circRNA isoforms. We performed correlation analysis and found that a great deal of circRNAs (nearly 50%) and their parental genes were highly correlated in expression levels. A total of 41 differential expression circRNAs (DECs) were detected during adipogenesis and an extremely high ratio of them (80%) were correlated with their parental genes, indicating these circRNAs may potentially play roles in regulating the expression of their parental genes. KEGG enrichment and GO annotation of the parental genes suggesting that the DECs may participate in several adipogenesis-related pathways. Following rigorous selection, we found that many up-regulated circRNAs contain multiple miRNAs binding sites, such as miR17, miR-30c, and miR-130, indicating they may potentially facilitate their regulatory functions by acting as miRNA sponges. These results suggest that plenty of circRNAs are expressed in white adipogenesis and the DECs may serve as new candidates for future adipogenesis regulation.

## Introduction

Obesity is recognized as one of the severe threats to public health due to its strong positive association with various diseases, including diabetes, hypertension, cardiovascular diseases, and even cancers (Blüher, 2019). Obesity is characterized by the accumulation of white adipose tissue, which is dependent on an increase of adipocyte number (adipogenesis) and enlargement of adipocytes (hypertrophy) (Stefan, 2020). One possible approach to prevent obesity is to reduce adipocyte number, but a better understanding of the regulators controlling adipogenesis is needed. In the last few decades, scientists have identified many key protein-encoding genes, such as PPARγ and C/EBP family genes, which are essential for adipogenesis (Rosen et al., 2000). Despite that, there has been a rapidly growing interest in the role of non-coding RNAs in adipogenesis. A larger number of microRNAs and long-non-coding RNAs have been reported to play vital roles in adipogenesis (Sun et al., 2013; Arner and Kulyté, 2015; Lorente-Cebrián et al., 2019). In recent years, circRNA is emerging as another type of non-coding RNA, with important functions in physiological systems and disease contexts.

CircRNA is a type of covalently closed and single-stranded RNA, which is produced by back-splicing of pre-mRNA (Li et al., 2018). It was first reported in the 1990s. However, it is considered as an abnormal splicing product with little function. Until recently, with the progress of high throughout technology, it has been revealed that circRNAs are widely expressed across all eukaryotic species and participate in regulating various biological activities (Kristensen et al., 2019; Patop et al., 2019). CircRNAs can act as miRNA sponges or protein decoys to regulate transcription, splicing, and RNA stability (Hansen et al., 2013; Conn et al., 2017; Du et al., 2017). Some circRNAs may even encode functional proteins by IRES-driven mechanisms (Fan et al., 2019). Through the above ways, circRNAs control many cellular processes such as cell proliferation, differentiation, and apoptosis, which are deeply related to correct tissue development and proper tissue functions. CircRNAs have been extensively studied in the organogenesis of various human organs, such as the central nervous system, cardiovascular system, and skeletal muscle (Khan et al., 2016; Piwecka et al., 2017; Zhang P. et al., 2019). It is also reported that abnormal expression of circRNAs leads to human disease, including cancers and Alzheimer’s disease (Haque and Harries, 2017).

Unlike the central nervous system and cancers, fewer studies have aimed to define circRNA function in adipose tissue. Arcinas et al. (2019) performed global circRNA profiles in both epididymal and inguinal fat of humans and mice, they identified thousands of adipose circRNAs. Liu et al. (2020) tried to identify differentially expressed adipose circRNAs from obese and lean individuals. Otherwise, Zhang H. et al. (2019) reported that exosomal circRNAs, which were derived from a gastric tumor, could regulate white adipose browning. Liu et al. (2018) analyzed the expression patterns of circRNAs during porcine subcutaneous preadipocyte differentiation. However, the expression of circRNAs in the process of mouse white adipogenesis remains unknown.

The majority of research investigates adipogenesis molecular pathways was performed *in vitro* using cell lines, e.g., 3T3-L1 or C3H/10T1/2 (Bahmad et al., 2020). However, their ability to differentiate *in vivo* is limited. An alternative approach is the use of primary preadipocytes. Cells isolated from WAT stromal vascular fraction (SVF) can differentiate into mature adipocytes. Regardless some cells are included in SVF other than preadipocytes, such as endothelial cells, pericytes, and fibroblasts, it may more accurately represent adipose tissue function *in vivo* (Rodeheffer et al., 2008), thus WAT SVF is a widely used model to study adipogenesis *in vitro*.

The main goal of the current study was to determine the circRNA profiles during adipogenesis. We isolated SVF cells from mouse white adipose tissue and identify circRNAs by RNA-seq. We discovered a lot of novel circRNAs and characterized their expression profiles in the process of adipogenesis. Furthermore, we identified differential expression circRNAs (DECs) and determined their correlation with the corresponding parental genes. The miRNA binding sites of circRNAs were predicted, suggesting the potential roles of circRNAs in adipogenesis.

## Materials and Methods

### Animals

Mice were bought from the Model Animal Research Centre of Nanjing University in a C57BL/6J background. All the experiments involving mice were guided by the Xinyang Normal University Animal Care and Use Committee.

### Cell Culture

Primary white adipose SVF cells were cultured as we described previously (Shan et al., 2016). Briefly, the inguinal fat pad was collected from 6-week-old female mice and washed with PBS twice. Then, the fat pad was minced with scissors and digested with collagenase type I (1.5 mg/ml, #SCR103, Sigma-Aldrich) at 37°C for 40 min. When the digestion was finished, the growth medium contained 85% high glucose DMEM medium (#11965126, Thermo Fisher Scientific) and 15% fetal bovine serum (#10099141, Thermo Fisher Scientific) was added to dilute the collagenase. The tissue debris was removed through a 70-μm cell strainer. The medium was subjected to centrifuge to get SVF cells pellet. SVF cells were resuspended with the growth medium. When the cells reached 90% confluence, they were induced to adipogenesis, with a cocktail containing DMEM, 10% fetal bovine serum, 2.85 mM recombinant human insulin (#I8830, Solarbio), 0.3 mM dexamethasone (#D8040, Solarbio), and 0.63 mM 3-isobutyl-methylxanthine (#I7018, Sigma-Aldrich). After 4 days, the cocktail was switched to a DMEM medium supplemented with 10% fetal bovine serum, 10 nM triiodothyronine (T3, #T6397, Sigma-Aldrich), and 200 nM insulin to induce mature adipocytes.

### Total RNA Preparation and RNA-Sequencing

Total RNA was purified from adipocytes using Trizol Reagent (#15596026, Thermo Fisher Scientific). To enrich circRNAs, the rRNA was removed with Ribo-zero rRNA Removal Kit (#RZH1046, Epicentre) and linear RNA was digested with RNase R (#RNR07250, Epicentre). Then, the sequencing libraries were prepared by RNA Library Prep Kit (#E7760S, NEB) and sequenced on an illumine platform. Raw datasets have been deposited at the Gene Expression Omnibus (#GSE178502).

### Identification of CircRNA

The circRNA was identified as previously described (Zhang P. et al., 2018). First, the adapter reads and low-quality reads were removed using Fastp (version 0.20.1) (Chen S. et al., 2018). Then, the clean data were mapped to the reference mouse genome mm9 using BWA-MEM (version 0.7.17) (Li, 2013). Subsequently, circRNAs were identified using CIRI2 (Gao et al., 2018). The expression levels of circRNAs were measured by “circRNA counts per million circRNA reads” (circCPM) (Shao et al., 2019). Then, DECs were detected by DESeq2 (version 1.10.1) with a likelihood ratio test (Love et al., 2014). Expression patterns of the DECs were obtained by using degPatterns function from the R package DEGreport (version 1.28.0) (Pantano, 2021). The degPatterns function was run using the default parameters, except that the minimum number of circRNAs in each group was set to 1 (minc = 1).

### qPCR Analysis

Random primers and Reverse Transcription Kit (#RR037A, Takara) were used to obtain cDNA according to the manufacturer’s protocol. CircPrimer 2.0 software was used to annotate and obtain circRNA sequences (Zhong et al., 2018). Then, the divergent primers, which coved the back-splicing regions, were designed by Primer3^1^ (Untergasser et al., 2012). The PCR products of divergent primers were sequenced to validate the corresponding back-splicing sites. The relative expression levels of selected circRNAs were detected by qRT-PCR using TB Green Premix Ex II (#RR820A, Takara) on a LightCycler 96 system (Roche, Germany) according to the instructions. 18S was used to normalize the threshold cycle (Ct) values, and gene expression was quantified using the relative quantitation method (2^–ΔΔCt^). All experimental data are presented as means ± SD.

### GO and KEGG Pathway Analyses

The parental genes of circRNAs were subjected to functional annotation. ClusterProfiler package in Bioconductor was used to perform GO analysis (Yu et al., 2012) and *q*-values < 0.05 were considered statistically significant. KEGG pathways were enriched by KOBAS online software^2^ (Bu et al., 2021) and the corrected *P*-values < 0.05 were considered statistically significant.

### Correlation Analyses Between CircRNAs and Their Parental Genes

To examine the correlation between each circRNA and the parental gene, expression levels of mRNA were extracted from our previous study (GEO accession number GSE173710). Then the average expression levels of circRNA and mRNA on D0, D4, and D8 were used to calculate the correlation by using the Pearson correlation test and the *P*-values < 0.05 were considered statistically significant.

### Construction of the CircRNA-miRNA Network

The circRNA-miRNA interactions were predicted using miRDB with a predicted score over 85 (Chen and Wang, 2020). Then, the circRNA-miRNA network was constructed using Cytoscape 3.8.2 (Shannon et al., 2003).

## Results

### Identification of CircRNAs in Growth and Differentiation WAT Adipocytes

To identify circRNAs in adipogenesis, RNA was collected from WAT SVF on day 0 (D0), day 4 (D4), and day 8 (D8) post differentiation, corresponding to the proliferation, premature and mature stages of WAT adipocytes differentiation, with two biological replicates for each stage (Figure 1A). 

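Cells of the stromal vascular fraction (SVF), the mixed cells of a fat pad that remain when the adipocytes are removed, came from the inguinal fat of female C57BL/6J mice. The mice were 6 weeks old. The methods of the paper give 15% fetal bovine serum in the growth medium and 40 min of digestion, where the sample descriptions give 20% and 30 to 50 min. The authors trimmed the reads with fastp 0.20.1, aligned them to the mouse genome build mm9 with BWA-MEM 0.7.17 and called circRNAs in each library with CIRI2. They deposited the raw count of reads across each back-splice junction, the joint between the end of an exon and the start of the same or an earlier exon that a circle holds. These counts carry no normalization. The counts cover 3662 circRNAs of the 3711 in the study, and the other 49 were not analysed here. In replicates 1 and 2 they add up to 30110 and 32310 reads on D0, 43069 and 41658 on D4, and 45371 and 50672 on D8. Levels were computed as circCPM, the reads of a circRNA per 1000000 circRNA reads of its library, from these column totals. At these totals 1 read equals 33.2 and 31.0 circCPM on D0, 23.2 and 24.0 on D4, and 22.0 and 19.7 on D8. Of all values 29.3% are 0, and 0 values are exactly 1, where Poisson counts around the stage means would give 1350.5. A circRNA listed at 0 can thus have had a single read, so no fold change is given against a stage listed at 0 in both libraries. Changes between stages were tested with edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment over the 1407 circRNAs that filterByExpr kept. Each log2 fold change comes from this fit. SE stands for the standard error implied by its F-test, the absolute log2 fold change divided by the square root of F. Reads without molecular identifiers are not independent molecules, so intervals cover counting error only.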

To enrich circRNA, the rRNA and linear RNA were removed. Then the RNA samples were subjected to RNA-seq. The CIRI2 was used to predict *de novo* circRNAs. 

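A circRNA was often listed in a single library of a stage. On D0, 802 circRNAs had reads in 1 replicate and stood at 0 in the other, against 771 on D4 and 723 on D8. In 26 of these cases on D0, 29 on D4 and 64 on D8, the replicate above 0 had 15 or more reads. Across circRNAs, the circCPM values of the replicates had a Spearman rho of 0.636 on D0, 0.702 on D4 and 0.659 on D8. These values are taken across circRNAs, which are not independent replicates. The squared difference between replicates exceeded counting error 6.10-fold on D0, 2.68-fold on D4 and 4.61-fold on D8, measured as chi-square per degree of freedom over the 301, 426 and 522 circRNAs with 40 or more reads in both replicates together.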

As circRNAs identified between replicates are usually showed low consistency, we kept the circRNAs with a minimum of two reads identified in both two replicates. 

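The 3662 circRNAs analysed here each had 2 or more reads in both replicates of at least 1 stage, and 243190 reads in all over the 6 libraries. The median circRNA had 27 reads over the 6 libraries. Both ends of 3361 circRNAs lie at exon ends of the GENCODE annotation of mm9 (Ensembl release 65), 1 end of 272 does, and neither end of 29 does. The genome bases next to the ends read AG and GT, the splice signals, in 3646 circRNAs (99.6%).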

A total of 3,711 circRNAs were identified (Supplementary Table 1). Compared to the publicly available circBase database,^3^ we found 1,324 circRNAs were novel (35.11%). 

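By the circBase identifiers in the deposited table, 1304 of the 3662 circRNAs (35.6%) were absent from circBase, and they held 17.9% of the reads. Their median was 18 reads over the 6 libraries, against 36 for circRNAs in circBase. Both ends lay at annotated exon ends in 89.2% of the circRNAs absent from circBase and in 93.2% of the others. The absent share was 14.6% among circRNAs detected in all 3 stages, and 48.4%, 48.9% and 51.8% among those detected only on D0, D4 and D8.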

As shown in Figure 1B, circRNAs were identified on D0, D4, and D8, respectively. It is noticed that 1,023 circRNAs (27.13%) were continually expressed in all stages of adipogenesis, while 588, 489, and 671 circRNAs were only detected on D0, D4, and D8 respectively, indicating the stage-specific expression of circRNAs.

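With detection set at 2 or more reads in both replicates, 2111 circRNAs were detected on D0, 2148 on D4 and 2362 on D8. Of these, 243 were shared by D0 and D4 alone, 280 by D0 and D8 alone, and 412 by D4 and D8 alone.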

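In the deposited counts, 1012 circRNAs (27.6%) were detected in all 3 stages and carried 70.3% of the reads. A further 1715 (46.8%) were detected at 1 stage only, 576 on D0, 481 on D4 and 658 on D8. The median over the 6 libraries was 89 reads for circRNAs of all 3 stages and 14 reads for those of 1 stage. Of the latter, 544 had no read listed at another stage. Requiring 2 or more reads in either replicate moved the counts most, to 2137 circRNAs in all 3 stages and 544 at 1 stage only. With 5 or more reads in both replicates they were 645 and 975. Leaving out 1 library at a time gave 1092 to 1165 in all 3 stages and 1368 to 1494 at 1 stage. The paper takes the circRNAs detected only on D0, D4 or D8 as a sign of stage-specific expression.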

**FIGURE 1:**
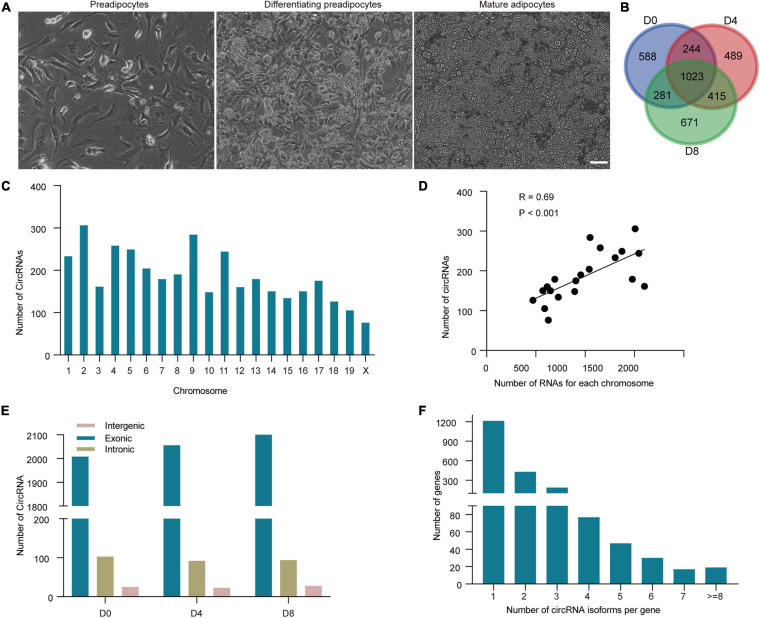
Identification and characterization of circRNAs in white adipogenesis. **(A)** Representative pictures of WAT adipocytes during adipogenesis. Scale bar, 20 μm. **(B)** Identification of circRNAs at each adipogenesis stage. **(C)** Distribution of circRNAs on each chromosome. **(D)** Association of circRNAs and mRNA numbers from the same chromosome. **(E)** Genomic origins of the circRNA type in each adipogenesis stage. **(F)** The number of circRNAs derived from per gene.

### Characteristics of the Adipocyte CircRNAs

We analyzed the chromosome distribution of the circRNAs. We noticed that chromosome 2 generated the greatest number of circRNAs, while chromosome X was the least (Figure 1C). 

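By deposited coordinates, chromosome 2 held 302 circRNAs, chromosome 9 held 280 and chromosome X held 73. Chromosome 19 was next to X with 102. In mm9 chromosome X has 166650296 bases and chromosome 19, the shortest of the 20 compared, has 61342430. Per 100 Mb this makes 43.8 circRNAs on X, 166 on chromosome 2 and 226 on chromosome 9. Chromosome X held 1.42% of the reads and chromosome 2 held 8.67%.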

Considering that chromosome X is the shortest, we calculated the relationship between circRNA number and chromosome length. 

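Over the 20 chromosomes, the number of circRNAs and the chromosome length in mm9 had a Pearson r of 0.478 (permutation test, two-sided, p = 0.0322) and a Spearman rho of 0.477 (permutation p = 0.0362). The family held 8 such coefficients, and with Benjamini-Hochberg adjustment over them both p-values became 0.0482. Without chromosomes 1 and 19, the farthest from the median length, r was 0.355 (permutation p = 0.147) and rho 0.385 (permutation p = 0.115). Counting parental genes in place of circRNAs gave an r of 0.553 (permutation p = 0.0114). Without chromosome X, a choice made after the values were seen, r was 0.669 (permutation p = 0.00175).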

The results showed that the correlation was significant (*R* = 0.69, *P* < 0.001). As circRNAs share pre-RNAs with mRNAs, we further analyzed the correlation between linear mRNA number and circRNA number in each chromosome, and a much higher correlation was found (*R* = 0.77, *P* < 0.05; Figure 1D), indicating that the generation of circRNAs may associate with linear mRNAs.

Upon the genomic origin of junction sites, circRNAs can be classified into exonic, intronic, and intergenic circRNA. 

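The GENCODE annotation was used to class each circRNA by its ends. Exonic circRNAs had both ends in exons of a gene, and intronic ones lay within a gene otherwise, so an end of theirs could lie in an exon. On D0, 2007 of the 2111 detected circRNAs were exonic (95.1%, 95% Wilson interval 94.1 to 95.9%), and 102 were intronic. On D4, 2056 of 2148 were exonic (95.7%, 94.8 to 96.5%) and 89 intronic. On D8, 2268 of 2362 were exonic (96.0%, 95.2 to 96.7%) and 93 intronic. The intervals of the 3 stages overlap.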

As described in Figure 1E, the ratio of circRNA types was similar in all the stages. The majority of the circRNAs were derived from protein-coding exons (94.53%) of circRNAs. 

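Over all stages 3482 of 3662 circRNAs were exonic (95.1%, 95% Wilson interval 94.3 to 95.7%). Intronic circRNAs numbered 174 (4.75%, 4.11 to 5.49%) and intergenic circRNAs 6 (0.164%, 0.0751 to 0.357%). Weighted by reads the shares were 96.8%, 3.14% and 0.0493%. Only 29 of the 3662 had neither end at an annotated exon end, so most intronic circRNAs had such an end. The circRNAs not analysed here include the pair of DECs without a parental gene, so the intergenic share could be higher over the whole study.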

The other circRNAs were derived from introns or intergenic regions. Our previous study showed that 20,703 mRNAs could be detected during white adipogenesis (with a minimum of two reads in both two replicates, accession number GSE173710). 

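The mRNA libraries of the earlier study were not used here. By position and strand in the annotation of mm9, the circRNAs fell in 2017 parental genes, of which 1372 had a circRNA detected on D0, 1323 on D4 and 1488 on D8.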

We found nearly 10% (2,018 genes) of them can generate circRNAs. Further, we found that a great deal of these parental genes (about 40%) gave rise to more than one type of circRNA isoforms. 

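Of the 2017 parental genes, 804 gave more than 1 circRNA (39.9%, 95% Wilson interval 37.7 to 42.0%), 428 of them exactly 2, while 20 genes gave 8 or more. Restricting the count to circRNAs with a mean of 5 or more reads moved it most, to 342 of 1146 genes (29.8%). By stage the share was 31.3% on D0, 33.6% on D4 and 33.7% on D8. Of the 2443 circRNAs of genes with more than 1, 1728 (70.7%) shared an end with another circRNA of the table.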

Arhgap10 even produced up to 20 distinct circRNA isoforms (Figure 1F). 

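Arhgap10 lies on the minus strand of chromosome 8, from 79774265 to 80041806 in mm9. Its 20 circRNAs had 3568 reads in all, at 10 distinct starts and 10 distinct ends, and 17 of them shared an end with another. The circRNA from 79868539 to 79889059, which spans exons 14 to 18, held 1212 of these reads (34.0%). Another 5 had a mean under 5 reads. By stage 12 of the 20 were detected on D0, 14 on D4 and 18 on D8. Next came Rere with 13 circRNAs and Slc10a7 and Fndc3b with 11 each.

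**Figure D1:**
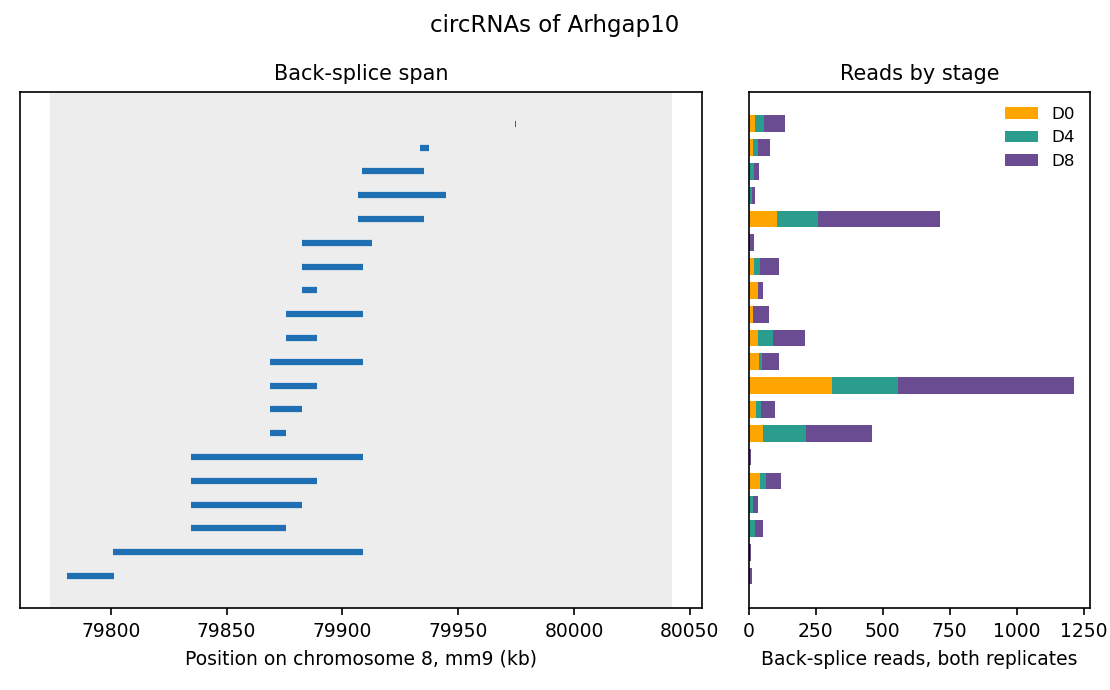
Position on chromosome 8 (mm9, kb) of the 20 circRNAs of Arhgap10, with the gene shaded, and beside each a bar of its reads, stacked by stage with both replicates added. The circRNA of exons 14 to 18 has the most reads (1212), followed by the circRNA of exons 9 to 13 with 714.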

The above results suggest that alternative splicing is very common in circRNA biogenesis, thus expand the diversity of circRNA expression profiles in adipogenesis.

### Experimental Validation of the Predicted CircRNAs

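Divergent primers face away from each other on linear RNA and amplify only across a back-splice. Supplementary Table 2 lists such pairs for 12 exonic circRNAs, given here with their spans in mm9. Those made of a single exon are circ_0001052 of Hipk3 (chromosome 2, 104310906 to 104312004), circ_0001704 of Nfix (chromosome 8, 87295683 to 87296214) and circ_0001699 of Smad1 (chromosome 8, 81895683 to 81896263). So are circ_0000903 of Setbp1 (chromosome 18, 79283290 to 79283919), circ_0001396 of Med13l (chromosome 5, 119043342 to 119043579) and circ_0000529 of Samd4 (chromosome 14, 47635952 to 47636470). Several exons make up circ_0001624 of Mettl9 (chromosome 7, 128191352 to 128200913), circ_0001447 of Cped1 (chromosome 6, 22082229 to 22095687) and circ_0007399 of Marchf3 (chromosome 18, 56967318 to 56971729). The same holds for circ_0001473 of Mpp6 (chromosome 6, 50093718 to 50113648), circ_0001698 of Zfp827 (chromosome 8, 81642074 to 81660562) and circ_0006376 of Gbe1 (chromosome 16, 70433790 to 70441564). The primer pairs were placed on the spliced reference sequence of each circle. Every pair lay on its circRNA and spanned the back-splice, with a product of the length that the table states, from 152 bases for circ_0001396 to 243 for circ_0007399.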

To confirm the authenticity of the RNA-seq results, we randomly chose 12 circRNAs and designed divergent primers (primers are list in Supplementary Table 2). As shown in Figure 2A, 11 of the 12 circRNAs were successfully amplified. In some of the cases, double products were detected which may be generated by multiple rounds of RT around a circular RNA template (Danan et al., 2012). 

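For circ_0001473, made from Mpp6 on the plus strand of chromosome 6, the bases around the back-splice in mm9 are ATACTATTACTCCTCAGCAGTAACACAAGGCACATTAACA. The circle holds 716 bases when spliced along the annotated transcript with the most exons between its ends. The 19 bases that can be read by eye in the trace of Fig. 2B, CCTCAGCAGTAACACAAGG, lie on this sequence with 9 bases before the back-splice and 10 after it.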

Further, Sanger sequence results detected the expected back-splicing sites (Figure 2B). Next, we checked circRNAs expression levels of the 11 circRNAs by qPCR (Figure 2C). Then the correlation between the RNA-seq results and qPCR results was examined. We found a strong correlation between them (*R* = 0.800, *P* < 0.0001; Figure 2D). 

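The qPCR values were not analysed here, and the RNA-seq side of the comparison is given as mean ± SD (n = 2). circ_0001052 had 10735 ± 575 circCPM on D0, 19428 ± 928 on D4 and 11604 ± 2540.2 on D8. For circ_0001624 the levels were 7329.6 ± 2240.2 circCPM on D0, 11296 ± 82.4 on D4 and 10267 ± 286 on D8. circ_0001704, the most abundant of all circRNAs by mean, had 14856 ± 5997 circCPM on D0, 13705 ± 1797 on D4 and 17465 ± 2762 on D8. circ_0001396 rose from 5569 ± 1535 on D0 to 12953 ± 1473 on D4 and 10708 ± 909 on D8. circ_0001447 had 736 ± 54 circCPM on D0, 5521 ± 748 on D4 and 5021 ± 1658 on D8, and circ_0006376 had 709 ± 171 circCPM on D0, 1193 ± 112 on D4 and 3223 ± 679 on D8. Levels of circ_0000903 were 2953 ± 192 circCPM on D0, 2622 ± 162 on D4 and 4315 ± 149 on D8, and those of circ_0001473 933 ± 137 circCPM on D0, 2419 ± 26.5 on D4 and 972 ± 439 on D8. Highest on D0 were circ_0001699 with 2437 ± 733 circCPM on D0, 645 ± 335 on D4 and 689 ± 226 on D8, and circ_0001698 with 1389 ± 432 circCPM on D0, 201 ± 12 on D4 and 367 ± 72.8 on D8. circ_0000529 had 184 and 123 reads on D0, 33 and 33 on D4, and 82 and 0 on D8. Across the 3 stages the adjusted p was 0.0195 for circ_0001447 (7.34e-07 to 0.0605 over its alternatives) and 0.0447 for circ_0006376 (0.0118 to 0.106). Without D4 replicate 2 the former was 0.0605. For circ_0006376 it was 0.106 without D4 replicate 1, 0.0955 without D4 replicate 2 and 0.0716 without D8 replicate 1. The other circRNAs had adjusted p-values from 0.0562 to 0.667. Some of these crossed 0.05 in fits without a library, which also changed the circRNAs tested and the fitted spread. circ_0000529 went from 0.315 to 0.00194 without D8 replicate 1 and 0.0145 without D8 replicate 2, with a range of 0.00194 to 0.958. For circ_0001396 the adjusted p was 0.0577 with all libraries and 0.0498 without D0 replicate 1, 0.0301 without D0 replicate 2 and 0.0365 without D8 replicate 2, in a range of 0.0301 to 0.169. circ_0001698 went from 0.0562 to 0.044 without D8 replicate 1 and 0.05 without D8 replicate 2 (range 0.0199 to 0.174), and circ_0001624 from 0.221 to 0.0499 without D0 replicate 2 (range 0.0499 to 0.647). The sign of the D8 against D0 change of circ_0001052, circ_0001704 and circ_0001473 depended on the library left out, with log2 values of -0.01 to 0.46, -0.01 to 0.85 and -0.35 to 0.58.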

The above results suggested that RNA-seq results are reliable.

**FIGURE 2:**
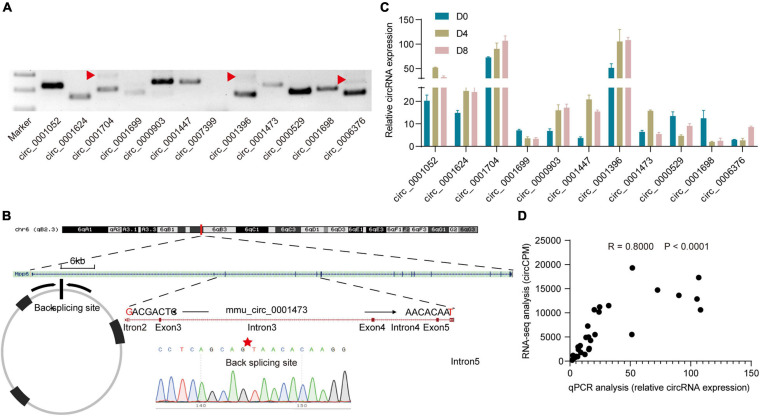
Verification of circular RNAs. **(A)** Electrophoretic band of circRNAs. The red triangle represents double-size products. **(B)** Representative Sanger sequencing results of circRNAs. The red star represents the back-splicing site. **(C)** Relative circRNA expression levels detected by qPCR (*n* = 3). **(D)** Correlation analysis of qPCR results and RNA-seq results.

### Differential Expression of CircRNA During Adipogenesis

To compare expression levels of circRNA between different stages, we first checked the overall expression of circRNAs with the boxplot. 

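The median detected circRNA stood at 232 and 217 circCPM in the replicates of D0, 186 and 192 on D4, and 176 and 197 on D8. The stage means of these medians were 225 ± 11.2 (SD, n = 2), 189 ± 4.45 and 187 ± 14.9. The highest stage mean was 1.20 times the lowest, and an exact permutation test over the 15 ways to pair the libraries gave p = 0.2, where 0.0667 is the smallest p the design allows. Restricting the medians to circRNAs detected in all 3 stages moved the ratio most, to 1.08 (exact permutation p = 0.133). Since circCPM sets every library to the same total, these medians cannot show a change in the total amount of circRNA. They also move with depth, as 2 reads equal 66.4 and 61.9 circCPM on D0 but 44.1 and 39.5 on D8. The 10 most abundant circRNAs held 8.79% and 8.17% of the reads on D0, 11.3% and 10.9% on D4, and 10.1% and 9.48% on D8. By mean over the libraries the top 5 circRNAs came from Nfix, Hipk3, Pvt1, Med13l and Mettl9. circ_0000604 of Pvt1 (chromosome 15, 61938703 to 61939020) had 10433 ± 3717 circCPM on D0, 11085 ± 807 on D4 and 12988 ± 2285 on D8 (adjusted p = 0.602).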

As shown in Figure 3A, the average abundance of circRNAs in all the three stages of adipogenesis was comparable to each other. To explore the similarity of the samples, we performed principal component analysis. As indicated in Figure 3B, the distance between two biological replicates was very close to each other, indicating high repeatability. 

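Euclidean distances between libraries were taken over the 3662 circRNAs on log2 of circCPM plus 10. Replicates lay 123 apart on D0, 110.0 on D4 and 112 on D8, a mean of 115. Libraries of different stages lay 157 apart on average, and no less than 141. The ratio of the mean distances was 0.734. Of the 15 ways to split the libraries into pairs, the replicate pairs had the smallest mean distance (exact permutation test, one-sided, p = 0.0667, the smallest p possible here). Keeping the 1407 circRNAs of the test moved the ratio most, to 0.783. In a principal component analysis of the rlog values of the 500 most variable circRNAs, the first components took 44.7% and 23.6% of the variance. The paper takes the closeness of the replicates as a sign of high repeatability.

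**Figure D2:**
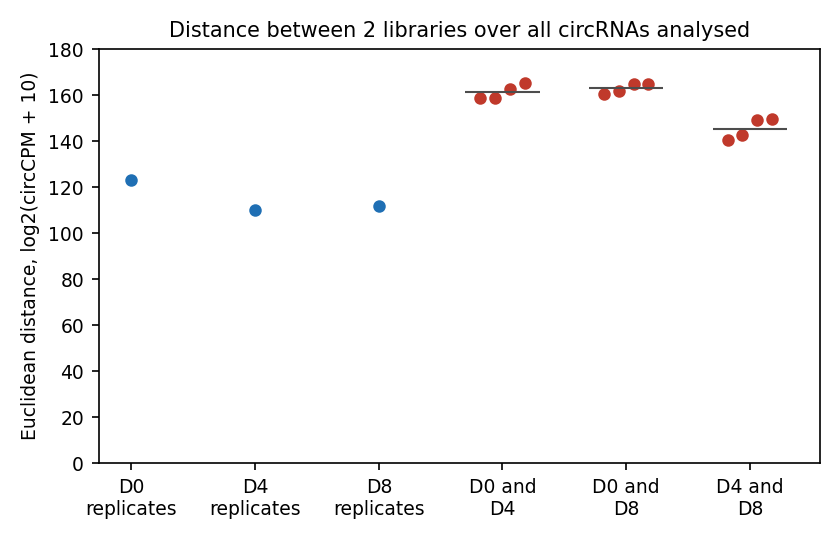
Euclidean distance between each pair of the 6 libraries, on log2 of circCPM plus 10 (no unit), grouped by the stages compared, with a line at the mean of each group of several pairs. The replicate pairs, from 110.0 to 123, lie below all pairs of different stages, the lowest of which is 141.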

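By stage pair, the mean distance was 161 between D0 and D4, 163 between D0 and D8, and 146 between D4 and D8. All of these exceed the largest distance between replicates. With every library thinned to the smallest total, a setting chosen after the totals were seen, they were 162, 164 and 147.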

Meanwhile, the D0 group was located far away from the other groups, suggesting a great difference in circRNA expression patterns between the proliferation and differentiation stages. 

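On rlog values, Pearson's r across circRNAs was 0.904 between the D0 replicates, 0.929 between the D4 replicates and 0.912 between the D8 replicates. Between stages it ran from 0.822 to 0.879. circRNAs are not independent replicates, so no p is given.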

Consistent with the principal component analysis, the hierarchical tree also showed biological replicates were highly correlated with each other (Figure 3C). Subsequently, we identified DECs across adipogenesis by DESeq2 with the Likelihood ratio test. We set the cut-off as padj < 0.05. 

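Across the 3 stages, 16 of the 1407 circRNAs tested had an adjusted p under 0.05 in edgeR's quasi-likelihood F-test, and 295 had an unadjusted p under 0.05. All 16 are in Supplementary Table 3. DESeq2's likelihood ratio test, run on the same counts, called 39 circRNAs, those of Supplementary Table 3 that are in the deposited table. The filter on low counts moved the number most, with 396 calls under no filter, of which 302 had a mean under 5 reads. Leaving out D4 replicate 1 or D4 replicate 2 gave 9 and 2 calls. There were 33 and 34 without D0 replicate 1 and D0 replicate 2, and 48 and 58 without D8 replicate 1 and D8 replicate 2. Of the 39 circRNAs, all 39 passed when adjusted over the list alone, but the study chose the list on these samples, so this is not independent evidence. Their adjusted p over all circRNAs tested ran from 0.0096 to 0.139. With counts simulated at the fitted spread, the same for all circRNAs, the test recovered 190 of 200 circRNAs changed 16-fold. It recovered 0 of 200 changed 4-fold, where DESeq2 recovered 162 and 29. Changes with a spread that varies between circRNAs were not simulated. In the data the test called circ_0001511 of Cacna1c, whose log2 fold changes of -1.61 on D4 and -1.95 on D8 are under 4-fold.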

Only 41 DECs were identified. 

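Of the 16 circRNAs, 12 were higher on D8 than on D0, 3 were lower, and 1, from Zfx, was listed at 0 in both libraries of D0 and of D8. By DESeq2 26 were higher and 12 lower. In the edgeR fit, 0 of the 38 other than Zfx had a fold change of another sign than in Supplementary Table 3. Without D4 replicate 1 and D4 replicate 2 the number of higher circRNAs was 7 and 2. It was 28 and 27 without D0 replicate 1 and D0 replicate 2, and 28 and 30 without D8 replicate 1 and D8 replicate 2. The number of lower circRNAs was 2 and 0 without D4 replicate 1 and D4 replicate 2, 4 and 6 without D0 replicate 1 and D0 replicate 2, and 19 and 27 without D8 replicate 1 and D8 replicate 2.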

The majority of them were upregulated (28 of 41) and 13 were downregulated (Figure 3D and Supplementary Table 3). 

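Stage by stage in the same fit, 46 circRNAs changed between D0 and D4 (31 higher on D4, 15 lower), with 280 at an unadjusted p under 0.05. Between D0 and D8 there were 21 (17 higher on D8, 4 lower), with 265 unadjusted, and between D4 and D8 there was 1, from Pde4d, with 172 unadjusted. DESeq2 gave 46, 25 and 3. The split between D0 and D4 was 32 higher and 3 lower without D0 replicate 1, and 30 and 5 without D0 replicate 2. That between D0 and D8 also moved without a D8 library. Fits without a library tested 1846 to 1949 circRNAs in place of 1407 and fitted the spread anew. The moves can thus not be assigned to single libraries alone. Without D4 replicate 1 or D4 replicate 2, the number between D0 and D4 was 4 in both cases, and the number between D0 and D8 was 11 in both. Between D4 and D8 it was 4 without D0 replicate 1, 0 without D4 replicate 2, 5 without D8 replicate 1 and 15 without D8 replicate 2. A fit of the D0 and D8 libraries alone called 0 circRNAs, with 204 unadjusted.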

Consistent with the above results, the heatmap showed marked differences between the proliferation stage and the differentiation stages (Figure 3E). As many circRNAs regulate the expression of their parental genes, the roles of circRNAs may be revealed through functional analysis of their parental genes. Despite the two circRNAs fell outside the genomic regions of annotated genes, the parental genes of the other 39 DECs were used. KOBAS gene-list enrichment showed that many adipogenesis and fat metabolism pathways were significantly enriched, such as GnRH signaling pathway, MAPK signaling pathway, type II diabetes mellitus, calcium signaling pathway, and cAMP signaling pathway. GO annotations indicated that calcium channels, actinin binding, and transmembrane receptor protein kinase activity were significantly enriched (Supplementary Table 4).

**FIGURE 3:**
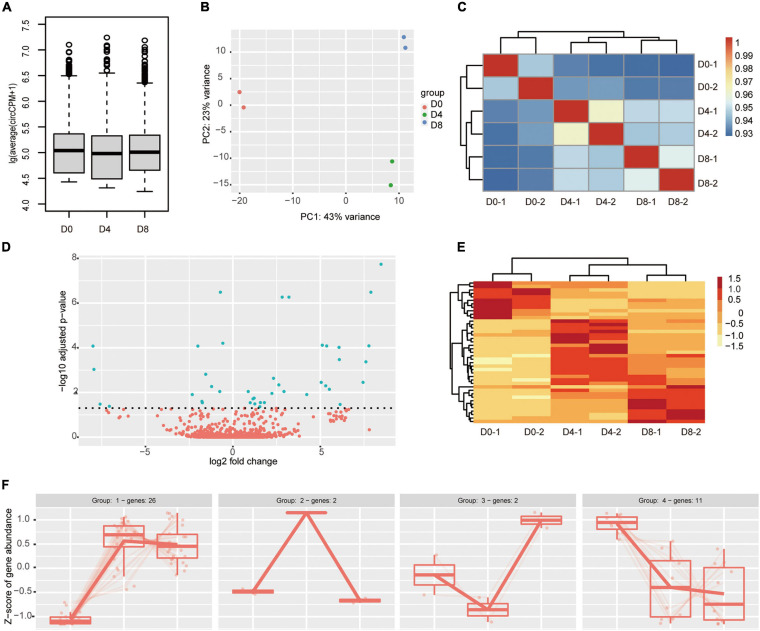
Differential circRNAs expression during adipogenesis. **(A)** Relative expression abundance of circRNAs during adipogenesis (circCPM). **(B)** Principal component analysis (PCA) plot of RNA samples. **(C)** Hierarchical clustering analyses of samples correlation using DESeq2 rlog-normalized RNA-seq results. **(D)** Volcano plot comparing circRNAs abundance between different adipogenesis stages. The green color indicates the differentially expressed circRNAs (padj < 0.05), while the red color indicates not significant change circRNAs. **(E)** Heatmap showing differentially expressed circRNAs across different stages of adipogenesis. **(F)** Expression patterns of the differential expressed circRNAs during adipogenesis.

We further examined the expression patterns of the 41 DECs using DegPatterns function of R package DEGreport. A total of four groups were identified (Figure 3F and Supplementary Table 3). The circRNA numbers ranged from 2 to 26 in the four groups. Group 1 was the largest, which contained 26 circRNAs. 

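Of the 26 circRNAs of group 1, 25 were analysed here and 12 had an adjusted p under 0.05 across the 3 stages. In 24 of the 25, each of the 4 later libraries had a higher circCPM than both D0 libraries. The study formed the group on these libraries, so this is a description and not a test. In 8 both D0 libraries were listed at 0. Against D0, 20 of the 25 passed on D4 and 13 on D8, and in 8 the mean was higher on D8 than on D4. Of all circRNAs tested, fewer passed as higher on D4 or on D8 than on D0 when either D4 library was left out. Those fits tested 1907 and 1949 circRNAs in place of 1407 and fitted the spread anew. The numbers of the group thus depend on the setting, and the fall cannot be assigned to single D4 libraries alone.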

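circ_0002861, from exons 14 to 15 of Egfr (chromosome 11, 16781467 to 16783616), had 386 ± 64.6 circCPM on D0, 3655 ± 315 on D4 and 3443 ± 349.7 on D8 (SD, n = 2). Its log2 fold change was 3.33 on D4 and 3.24 on D8 against D0 (SE 0.29 for both). The adjusted p across the stages was 0.0096 and stayed between 7.34e-07 and 0.0421 over the alternatives. circ_0001822 of Bckdhb (chromosome 9, 83882383 to 83906226) had 1129.6 ± 328 circCPM on D0, 3703 ± 247 on D4 and 3256 ± 446 on D8. Its adjusted p of 0.054 ranged from 0.0246 to 0.148 and was 0.0246 without D0 replicate 1, 0.044 without D8 replicate 1 and 0.0318 without D8 replicate 2. circ_0005172 of Cacna1d (chromosome 14, 31159984 to 31164135) was listed at 0 in both D0 libraries and had 819.5 ± 437 circCPM on D4 and 262 ± 35.1 on D8. The adjusted p was 0.056 (range 0.00775 to 0.174), or 0.0374 without D8 replicate 1 and 0.0255 without D8 replicate 2. A pair of Bmper circRNAs was also listed at 0 on D0. circ_Bmper (chromosome 9, 23058816 to 23105466) had 1145 ± 10.3 on D4 and 389 ± 176 on D8, with an adjusted p of 0.0447 (range 0.000358 to 0.106) that was 0.106 without D4 replicate 1 and 0.0955 without D4 replicate 2. circ_0015472 (chromosome 9, 23203794 to 23211275) had 857 ± 364 on D4 and 226 ± 70.7 on D8, with an adjusted p of 0.054 (range 0.00544 to 0.159), or 0.0327 without D8 replicate 1 and 0.025 without D8 replicate 2.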

In group 1, the circRNAs showed increased expression levels in the differentiation stages compared to the proliferation stage. In contrast to group 1, group 4 showed an opposite trend, the circRNAs decreased in the differentiation stages. Both group 2 and group 3 contained only two circRNAs. 

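All 11 circRNAs of group 4 were analysed, and 2 had an adjusted p under 0.05 across the stages. In 8 of the 11, each later library was below both D0 libraries, and 4 were listed at 0 in both D8 libraries. circ_0001511 of Cacna1c (chromosome 6, 119002619 to 119007533) had 7553 ± 1006 circCPM on D0, 2319.7 ± 463 on D4 and 1824 ± 39.3 on D8 (SD, n = 2), a log2 fold change of -1.95 on D8 against D0 (SE 0.25). Its adjusted p was 0.0275 (range 8.56e-05 to 0.0802) and 0.0802 without D4 replicate 2. circ_0000693 of Dcbld2 (chromosome 16, 58424674 to 58433576) had 7009 ± 3521 circCPM on D0, 1544 ± 214 on D4 and 2323 ± 299 on D8. Its log2 fold change on D8 was -1.50 (SE 0.37), and -0.82 without D0 replicate 1. The adjusted p of 0.056 (range 0.00144 to 0.16) was 0.0183 without D0 replicate 2, 0.0379 without D8 replicate 1 and 0.0328 without D8 replicate 2. circ_0001504 of Rad18 (chromosome 6, 112622118 to 112631670) had 30 and 17 reads on D0 and 0 and 10 on D4, and was listed at 0 in both D8 libraries (adjusted p = 0.139, range 0.033 to 0.345).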

Group 2 showed a transient increase on D4 followed by a decrease. 

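circ_0004451, from exons 7 to 11 of Pde4d (chromosome 13, 110724076 to 110729569), had 317 ± 120.1 circCPM on D0, 2894 ± 185 on D4 and 188 ± 14.7 on D8 (SD, n = 2). The log2 fold change was 3.26 on D4 against D0 (SE 0.40) and -3.92 on D8 against D4 (SE 0.41). Across the stages its adjusted p was 0.0096 (range 3.96e-07 to 0.0734), and 0.0734 without D4 replicate 2.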

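circ_Arhgap10_1 lies within Arhgap10 at chromosome 8, 79875513 to 79908695 and spans exons 12 to 16. It had 6 and 10 reads on D0 and was listed at 0 in both D4 libraries. On D8 it had 15 and 43 reads, or 589.6 ± 366 circCPM (SD, n = 2) against 254 ± 77.9 on D0. Its adjusted p across the stages was 0.0688 (range 0.0329 to 0.219), and 0.0436 without D8 replicate 1.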

Group 3 showed a transient decrease on D4 followed by a sharp increase. To annotate the role of the circRNAs in group 1 and group 4. We performed GO and KEGG analysis (Supplementary Table 5). Unfortunately, few GO terms were significantly enriched. The results showed four GO terms were enriched in group 1, they were transmembrane receptor protein kinase activity, transmembrane receptor protein serine/threonine kinase activity, activin binding, growth factor binding, and growth factor binding. In group 4, actinin binding and alpha-actinin binding were enriched. KOBAS enrichment showed no pathway was significantly enriched in group 4 and only a few pathways were enriched in group 1, such as propanoate metabolism, MAPK signaling pathway, GnRH signaling pathway, and TGF-beta signaling pathway.

### Correlation of the Expression Between CircRNAs and Linear RNAs

To evaluate the change of circRNAs expression and their parental genes between different stages of adipogenesis. The expression data of mRNA counterparts were collected from our previous study (GEO accession number GSE173710). We tried to calculate the overall correlation between circRNAs expression and their parental genes, but no significant correlation was found. However, when we checked the expression of individual circRNA and the parental gene in adipogenesis, we identified 1,806 circRNA-mRNA pairs (48.67%) that were significantly correlated with each other, including 1,379 (37.16%) positively correlation and 427 (11.51%) negatively correlation (Supplementary Table 6).

We further analyzed the correlation between the 39 DECs and their linear counterparts. We found 33 of the DECs were correlated with their linear counterparts. Interestingly, all of them showed positive correlation, ranging from 0.812 to 0.999 (*P* < 0.05, Figure 4 showed the representative results and the other results could be found in Supplementary Figure 1). 

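Only the circRNA side is measured here. circ_0001017, from exons 2 to 4 of Acvr2a (chromosome 2, 48725809 to 48728993), had 2361 ± 1038 circCPM on D0, 7084 ± 234 on D4 and 5065 ± 381 on D8 (SD, n = 2). Its adjusted p across the stages was 0.0589 (range 0.0223 to 0.174), and 0.0387 without D0 replicate 1, 0.0231 without D0 replicate 2 and 0.0371 without D8 replicate 2.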

Notably, circRNA generated by Acvr2a showed almost the same trend as the linear counterpart (*R* = 0.999), while circRNAs generated by Fancl and Megf8 were not significantly correlated with their linear counterparts. 

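circ_0000248 spans exons 2 to 7 of Fancl (chromosome 11, 26297746 to 26334500). Its level was 654 ± 126 circCPM on D0, 2895 ± 319 on D4 and 1473 ± 150.1 on D8 (SD, n = 2). The log2 fold change was 2.23 on D4 against D0 (SE 0.31) and -0.97 on D8 against D4 (SE 0.29, adjusted p = 0.242). Across the stages the adjusted p was 0.0447 (range 0.0196 to 0.16), and 0.142 without D4 replicate 1 and 0.16 without D4 replicate 2.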

In Figure 4D, the expression of Fancl linear counterpart continuously decreased in the process of adipogenesis, while the expression of circRNA showed a transient increase on D4 followed by a decrease on D8. As shown in Figure 4A, both two circRNA isoforms generated by Acss3 were highly correlated with the linear counterpart. But in Figure 4C, only one of the circRNA isoforms generated by Arhgap10 was significantly correlated with the linear counterpart. 

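Both circRNAs of Acss3 share the end at 106490572, in exon 3. circ_Acss3_1 (chromosome 10, 106460710 to 106490572) and circ_Acss3_2 (chromosome 10, 106482269 to 106490572) were listed at 0 in both D0 libraries. circ_Acss3_1 had 774 ± 382 circCPM on D4 and 1253 ± 97.8 on D8 (SD, n = 2). circ_Acss3_2 had 1475 ± 15.3 and 2028 ± 217. For circ_Acss3_2 the adjusted p was 0.0096 and at most 0.0421 over the alternatives, from 1.82e-08. That of circ_Acss3_1 was 0.0447 (range 8.56e-05 to 0.0757), and 0.0546 without D0 replicate 2 and 0.0605 without D4 replicate 2.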

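circ_Arhgap10_2 (chromosome 8, 79906624 to 79935027) had 1679.9 ± 732 circCPM on D0, 1791 ± 258 on D4 and 4731 ± 426 on D8 (SD, n = 2), a log2 fold change of 1.59 on D8 against D0 (SE 0.33). Its adjusted p across the stages was 0.0577 (range 0.0246 to 0.168), and 0.0246 without D0 replicate 1 and 0.0301 without D0 replicate 2.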

In Figure 4L, it seemed that the expression of the Zfx linear counterpart and the circRNA were not correlated. However, after we inspected the data, we found that the Zfx linear counterpart increased by 20% on D4, then it decreased to a similar level as D0. The corresponding circRNA showed the same expression pattern despite much more change on D4, hence they showed a high correlation. 

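circ_0016408, from exons 2 to 5 of Zfx (chromosome X, 91343622 to 91359602), had 43 and 36 reads on D4, or 931 ± 94.9 circCPM (SD, n = 2), and was listed at 0 in both libraries of D0 and of D8. Its adjusted p across the stages was 0.0447 (range 7.22e-05 to 0.142), and 0.142 without D4 replicate 1 and 0.112 without D4 replicate 2. The mean FPKM of the Zfx mRNA in Supplementary Table 6 is, as the paper's values, 7.18 on D0, 8.60 on D4 and 7.11 on D8.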

In summary, these results indicated that many of the circRNAs are highly correlated with their linear counterparts. CircRNAs may be potentially involved in the regulation of linear RNA expression in adipogenesis.

**FIGURE 4:**
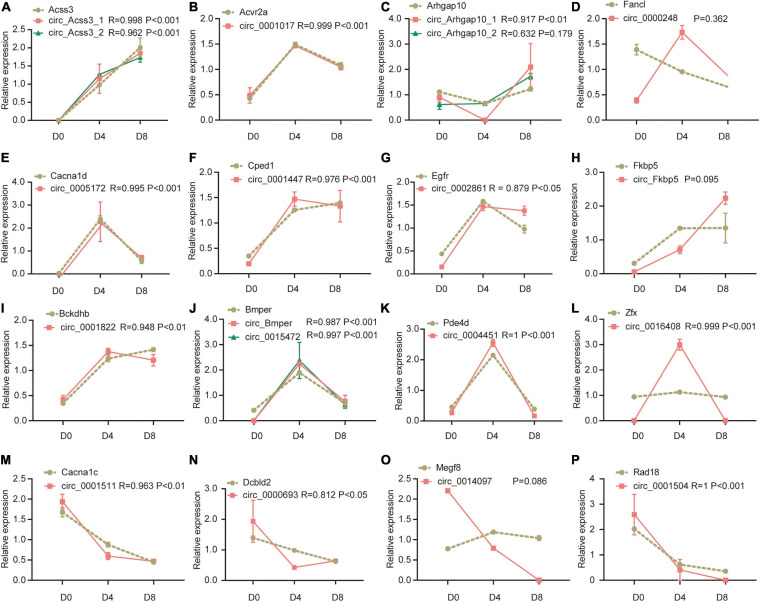
Representative results of correlation analysis between differentially expression circRNAs and their parental genes during adipogenesis. For the convenience of drawing both circRNA and mRNA expression in the figure, the relative expression level was used (expression level at each time point was divided by its average expression level across adipogenesis). **(A–P)** The correlation between Acss3, Acvr2a, Arhgap10, Fancl, Cacna1d, Cped1, Egfr, Fkbp5, Bckdhb, Bmper, Pde4d, Zfx, Cacna1c, Dcbld2, Megf8, Rad18, and their corresponding circRNAs.

### Potential CircRNA-miRNA Interaction Network

CircRNAs may affect gene expression by interacting with miRNAs (Zhong Q. et al., 2019). 

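The 26 up-regulated circRNAs analysed here were ranked by mean circCPM over the 6 libraries. The 15 highest were the same 15 as by the mean expression of Supplementary Table 3, and they held 4.01% of all circRNA reads.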

In the up-regulated circRNAs, we chose the top 15 highly expressed circRNAs. The potential miRNA binding sites of these circRNAs were predicted using miRDB. As some of the circRNAs may not express in adipocytes, we filtered them according to the previous data studying miRNA profiles in adipogenesis (GEO accession: GSE75697). 

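The 8 circRNAs drawn in Fig. 5 were all among these 15 and held 1.74% of all circRNA reads. circ_0007399, from exons 2 to 3 of its parental gene, had 745 ± 303 circCPM on D0, 3359.9 ± 680.0 on D4 and 1328 ± 132 on D8 (SD, n = 2). Its adjusted p across the stages was 0.054 (range 0.0101 to 0.179), and 0.0319 without D0 replicate 1, 0.0301 without D0 replicate 2, 0.0371 without D8 replicate 1 and 0.0255 without D8 replicate 2.

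**Figure D3:**
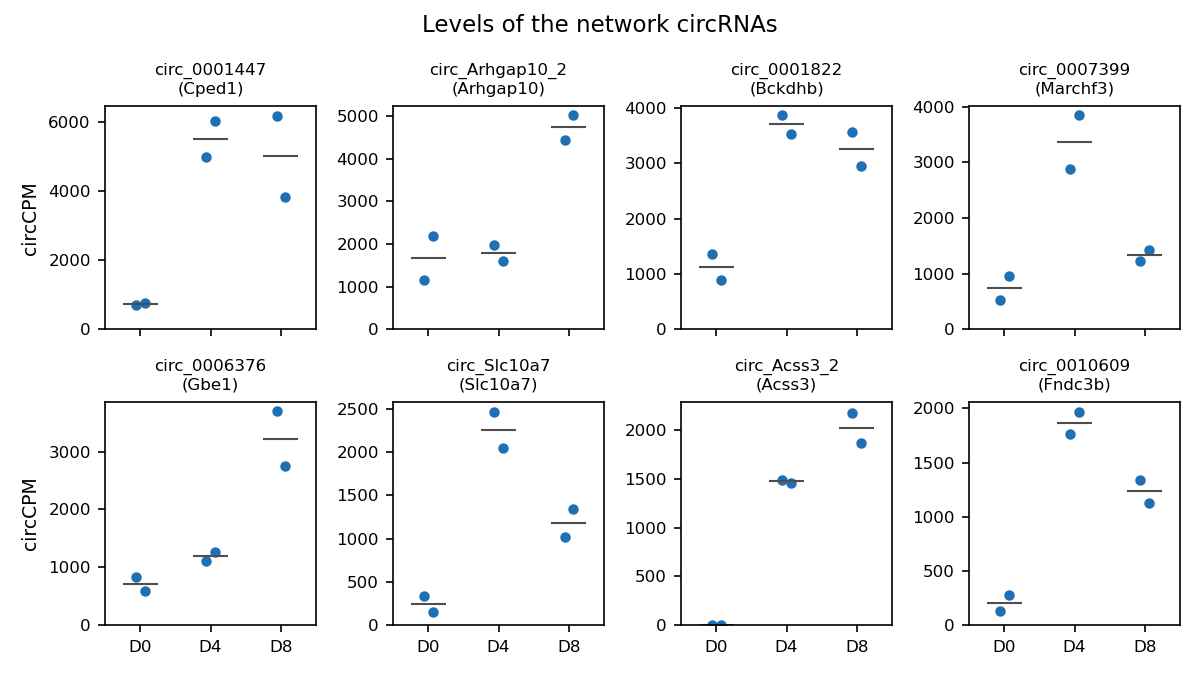
circCPM of the 8 circRNAs of Fig. 5 on D0, D4 and D8, each on its own linear axis from 0, with a point for each library and a line at the stage mean. The mean of each is lower on D0 than on D4 and on D8.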

Then, 8 of the15 circRNAs were left, which contain many miRNA binding sites. A total of 148 circRNA-miRNA interactions were identified with a predicted score over 85. Then the circRNA-miRNA interactions were used to draw an interaction network (Figure 5 and Supplementary Table 7). We noticed several miRNAs which have been reported to regulate adipogenesis were included in the network, such as miR17, miR-30c, and miR-130. These results indicating that these circRNAs may potentially regulate adipogenesis by interacting with miRNAs. However, it should be noted that those results were not obtained experimentally and future work should validate the circRNA-miRNA interactions.

**FIGURE 5:**
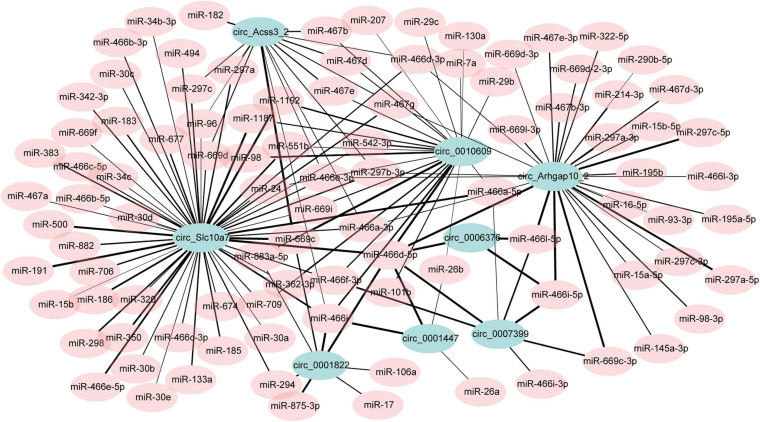
The potential circRNA-miRNA interaction network. The width of the edge indicates the prediction score (range from 85 to 100).

## Discussion

Prior studies have described circRNAs are abundant in white adipose tissue. Arcinas et al. (2019), for example, reported that up to 6,000 and 2,000 circRNAs were detected in human adipose tissue and mouse adipose tissue respectively. Liu et al. (2020) compared the circRNA expression profiles of obese and lean individuals. They identified that circSAMD4 was highly expressed in obese individuals. However, these studies mainly focused on mature adipose tissue. Little attention has been paid to the expression profiles and functions of circRNAs in adipocytes. In the present study, we detected the expression profile of circRNAs in proliferation, pre-mature and mature stages of adipogenesis. We identified 3,711circRNAs and nearly 35% of them are novel. We noticed a dramatic change of circRNA expression profiles between the proliferation and differentiation stages. These findings confirmed that circRNAs are abundant in adipose tissue, not a by-product of splicing. In addition, we noticed the circRNA number in our study is different from the previous study, which may result from differences in cell conditions, circRNA identification methods, and sequence depth. Thus, it is essential to investigate circRNAs expression profiles in various cell lines, tissues, and developmental stages.

Several reports indicated that circRNAs can regulate the expression of their parental genes. It has been suggested that circRNAs and their linear counterparts share the same pre-RNA (Aufiero et al., 2018), thus they may compete and negatively regulate the abundance of each other. In contrast to that, other reports suggested that circRNAs can also positively regulate gene expression. Some circRNAs accumulate at promoter regions and interact with Pol II and U1 snRNP to increase transcription of their parental genes (Li et al., 2015). Another circRNA, circFECR1, can bind to its parental gene and regulate transcription by an epigenetic mechanism. CircFECR1 recruits a demethylase and induces DNA hypomethylation in CpG islands of the promoter, thus enhanced parental gene expression (Chen N. et al., 2018). We examined the correlation between individual circRNA and parental genes. We discovered that nearly 50% of circRNAs were significantly correlated with their parental genes. When we checked them in detail, we found 37% of them were positively correlated, while the other 12% were negatively correlated. The complex correlation between circRNAs and parental genes may explain why the overall correlation is very weak and not significant. Further, when we check the correlation of the DECs and their parental genes, a much higher ratio of positive correlation was found. 

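The D8 against D0 log2 fold changes of circRNAs from one gene were compared over 722 pairs from 264 genes. They differed by 1.44 on average, against a mean of 2.06 in 10000 shuffles of the gene labels (95% of shuffles 1.84 to 2.30; permutation test, p = 1e-04, the smallest these shuffles can give). In 63.0% of the pairs both changes had the same sign, against 49.8% in the shuffles. With a mean of 20 or more reads the difference was 0.94 over 94 pairs, against 1.48 in the shuffles (permutation p = 0.0008).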

We also noted that the circRNAs which were derived from the same parental gene show different expression trends.

The functions of circRNAs largely remained to be investigated. One clue to predict circRNA functions is their parental genes. Functional analysis showed that the parental genes of DECs were enriched in many adipogenesis and fat metabolism-related pathways, such as GnRH signaling pathway, MAPK signaling pathway, type II diabetes mellitus, and cAMP signaling pathway. We also found several parental genes of the DECs play key roles in regulating adipogenesis. Nsd2 is the parental gene of circ_0001335. 

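circ_0001335 spans exons 2 to 3 of Nsd2 (chromosome 5, 34185761 to 34188916). It had 4469.8 ± 1288 circCPM on D0, 3416 ± 554 on D4 and 1273 ± 69.9 on D8 (SD, n = 2), with a log2 fold change of -1.72 on D8 against D0 (SE 0.30). Across the stages its adjusted p was 0.056 (range 0.0199 to 0.163), and 0.0404 without D0 replicate 1 and 0.0334 without D0 replicate 2.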

Depleting Nsd2 impairs adipogenesis by increasing H3K27me3, thus preventing the induction of C/EBPα and PPARγ (Zhuang et al., 2018). The parental gene Selenbp1 is identified as an H_2_S-producing enzyme. 

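circ_Selenbp1, from exons 6 to 7 of Selenbp1 (chromosome 3, 94743568 to 94744148), had 0 and 4 reads on D0, 20 and 12 on D4, and 116 and 84 on D8. Its level on D8 was 2107 ± 636 circCPM (SD, n = 2). The size of its change against D0 hinges on a single D0 library and is not given. Its adjusted p was 0.0525 (range 8.56e-05 to 0.0955), and 0.0246 without D0 replicate 1, 0.0254 without D0 replicate 2, 0.044 without D8 replicate 1 and 0.0188 without D8 replicate 2.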

Selenbp1 silencing downregulates H_2_S levels and inhibits adipogenesis (Randi et al., 2021). 

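circ_Fkbp5 is made of exon 2 of Fkbp5 (chromosome 17, 28644181 to 28644414). It had 0 and 3 reads on D0, 30 and 21 on D4, and 93 and 88 on D8, or 1893 ± 221 circCPM on D8 (SD, n = 2). As with circ_Selenbp1, no fold change against D0 is given. The adjusted p was 0.0447 (range 8.56e-05 to 0.0841), and 0.0673 without D4 replicate 1 and 0.0841 without D4 replicate 2. Fndc3b lies on chromosome 3 from 27315084 to 27610229, and its 11 circRNAs had 1846 reads, of which the most abundant held 39.7%.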

The Fkbp5 and Fndc3b are also circRNA parental genes that are essential for adipogenesis (Tominaga et al., 2004; Zhang L. et al., 2017). Another clue to predict circRNA functions is based on miRNAs. As circRNAs were reported to act as sponges to titrate the levels of miRNAs, they can regulate miRNA target genes indirectly. CircSAMD4A is highly expressed in obese people and acts as a sponge for miR-138-5p to promote adipogenesis (Liu et al., 2020). The miR-138 effectively reduces lipid droplet accumulation by targeting adipogenesis genes (Yang et al., 2011). In bovine adipose tissue, circFUT10 directly interacts with let-7c/let-e to promote adipocyte proliferation and inhibit differentiation (Jiang et al., 2020). In the current study, we noticed that DECs could interact with a great number of miRNAs and many of the miRNAs have been reported to regulate adipogenesis. 

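circ_0010609, from exons 2 to 4 of Fndc3b (chromosome 3, 27455042 to 27542011), had 206 ± 103 circCPM on D0, 1867 ± 144 on D4 and 1235 ± 155 on D8 (SD, n = 2). Its log2 fold change on D8 against D0 was 2.65 (SE 0.44), and 3.30 without D0 replicate 2. Across the stages its adjusted p was 0.0447 (range 0.00516 to 0.112), and 0.106 without D4 replicate 1 and 0.112 without D4 replicate 2.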

We predicted that circ_0010609 may act as a sponge for miR130a which was reported to inhibit adipogenesis differentiation *via* suppressing PPARγ expression (Lee et al., 2011). The miR-30 family represents 4.9% of the miRNA reads in adipocytes and positively regulates adipogenesis (Zaragosi et al., 2011; Irani and Hussain, 2015). According to our results, circSlc10a7 and circ_0010609 contained multiple binding sites for distinct miR-30 family members, indicating the potential roles of these circRNAs in regulating adipocyte activity.

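circ_Slc10a7, from exons 2 to 10 of Slc10a7 (chromosome 8, 81039485 to 81230847), had 243 ± 125 circCPM on D0, 2251 ± 298 on D4 and 1178 ± 232 on D8 (SD, n = 2). The log2 fold change on D8 against D0 was 2.36 (SE 0.45), and 3.04 without D0 replicate 1. Its adjusted p across the stages was 0.0447 (range 0.00245 to 0.127), and 0.127 without D4 replicate 1 and 0.0955 without D4 replicate 2.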

## Conclusion

In summary, we globally detected the circRNA expression profiles during adipogenesis. We concluded that circRNAs are abundant and dynamically express in adipogenesis. Nearly 50% of the circRNAs are correlated with their parental gene expression. Adipose circRNAs may be involved in adipogenesis-related pathways and act as miRNA sponges to modulate gene expression. These identified circRNAs may serve as new candidates to regulate adipogenesis and combat obesity. However, some limitations are worth noting. Although our hypotheses were supported statistically, future experimental work is needed to understand the functions of the indicated circRNAs in adipogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Xinyang Normal University Animal Care and Use Committee.

## Author Contributions

P-PZ designed the experiments and wrote the manuscript. P-PZ, Y-JX, C-CL, X-FC, and H-XX analyzed the data. P-PZ, M-XS, Y-LW, QH, and C-YD performed the experiments. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

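Cells of the stromal vascular fraction of inguinal fat from female mice 6 weeks old were sampled on D0, D4 and D8 of white adipogenesis, with 2 replicates per stage. RNA depleted of rRNA and linear RNA was sequenced in 6 libraries. The growth serum is 15% in the methods and 20% in the sample descriptions, and the digestion time 40 min and 30 to 50 min.

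The authors removed adapters and low-quality reads with fastp 0.20.1, aligned the rest to mm9 with BWA-MEM 0.7.17 and counted back-splice reads per library with CIRI2, so the deposited values are a raw read count per circRNA and library, without normalization. The authors kept circRNAs with 2 or more reads in both replicates of a stage. This rule held for all 3662 circRNAs of the table when checked. Of the study's 3711 circRNAs, 49 were not analysed here, among them the pair of DECs without a parental gene. The circCPM values of Supplementary Table 6 follow from library totals of 30412 and 32596 reads on D0, 43363 and 41919 on D4, and 45851 and 51120 on D8. The totals of the deposited counts are 98.95 to 99.4% of these, and they served as library sizes.

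Ends of circRNAs were compared with the GENCODE annotation of mm9 that goes with Ensembl release 65, and start positions are counted from base 1. A circRNA was exonic with both ends in exons of a gene on its strand, intronic within a gene otherwise, and intergenic if no gene on its strand held it. Primers and the sequence legible in Fig. 2B were placed on the spliced exons. Where a passage gives exon numbers, they are those of the annotated transcript with the most exons between the ends.

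Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The study used DESeq2 1.10.1 and DEGreport 1.28.0. The main test was edgeR's quasi-likelihood F-test of both stage coefficients with TMM normalization, a filter on low counts by filterByExpr (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment at 0.05. It covered 1407 circRNAs with a common dispersion of 0.219. Stage pairs were tested as contrasts of the same fit. The replicates are not said to be paired between stages, so no block was used.

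The alternatives were DESeq2's likelihood ratio test, RLE factors, column totals alone, no filter, a mean of 5 or 20 counts or more, a replicate block, fits of 1 pair of stages, and each library left out in turn, where the lone library of a stage is assumed to vary like the others. For detection they were other read minimums, for types the share of reads, for isoforms a mean of 5 or each stage alone, and for distances other pseudocounts. Added settings used the study's totals, left out circRNAs with an isolated 0, or thinned every library to 30110 reads. With a library left out, the filter kept 1846 to 1949 circRNAs in place of 1407, and the spread was fitted anew. Permutation tests of correlations used 100000 resamples, gene labels were shuffled 10000 times, and tests over libraries enumerated all 15 splits into pairs.

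The named circRNAs follow a rule. They are those that the text, Figure 2C, Figure 4 or Figure 5 names, and the 5 with the highest mean circCPM. Circles past the main test that are absent from Supplementary Table 3 were to be added, and there were 0. The values of most of these in the supplementary tables had been seen when the rule was written. One of the named circRNAs and a gene with several circRNAs are not reported here.

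The fits were tested on simulated data. With the fitted dispersion of 0.219, edgeR recovered 0 of 200 circRNAs changed 4-fold and 190 changed 16-fold, with 8 false calls among 198. DESeq2 recovered 29 and 162. With a dispersion of 0.0988, as fitted without the circRNAs that have an isolated 0, edgeR recovered 79 and 196. All draws with a change used 1 spread for all circRNAs. In 20 draws with no change at each of 6 spreads the main test made at most 2 calls. The draws whose spread varied between circRNAs were added after those with 1 spread had been seen.

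The qPCR values, the mRNA libraries and the miRNA data of other studies were not used here. Supplementary Table 6 is held here in part, as the first 1998 of its rows. Its mRNA means were used in tests of sign and of the share of pairs past the correlation threshold.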

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

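Of the tests below, the comparisons after thinning the libraries and after the removal of circRNAs with an isolated 0, and the naming of the circRNAs called between D0 and D8, were chosen after the result was seen.

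The paper calls 41 DECs from a test over all stages. Among the circRNAs outside these 41, 19 had an adjusted p under 0.05 between D0 and D4 in edgeR's fit, 9 higher on D4 and 10 lower. DESeq2 called 17 such circRNAs. Their median was 176 reads over the 6 libraries, 1 had a stage listed at 0 in both libraries, and over all stages their adjusted p ran from 0.0540 to 0.0747. One of them is circ_0001698 of Zfp827, for which Supplementary Table 2 of the paper lists primers. There were 7 with no filter, 13 with a mean of 5 or more, 34 with a mean of 20 or more, 2 with a replicate block, 49 in a fit of D0 and D4 alone and 156 without circRNAs that have an isolated 0. The count fell to 1 without D4 replicate 1 and to 0 without D4 replicate 2 (4 calls in all in each case, with 267 and 244 at an unadjusted p under 0.05, and 46 by DESeq2 on all libraries). It was 12 and 14 without D0 replicate 1 and D0 replicate 2, and 34 and 38 without D8 replicate 1 and D8 replicate 2.

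The detection rule of 2 or more reads in both replicates of a stage could produce such calls from low counts. Draws with no change, put through the same rule and test, gave at most 4 calls of D4 against D0, fewer than the 19, and 18 of the 19 had 2 or more reads in both replicates on D0 and on D4. The lower read totals of the D0 libraries are argued against as the whole cause, since 34 circRNAs outside the 41 passed after every library was thinned to the smallest total. A change with the stage of adipogenesis remains a hypothesis, as does any difference between cultures that goes with the stage, and neither was tested apart from the other.

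Between D0 and D8, 4 circRNAs outside the 41 had an adjusted p under 0.05, with DESeq2 calling 6. All 4 were higher on D8 and had 2 or more reads in both replicates on D0 and on D8, with a median of 689 reads. They were named after their values were seen. The circRNA of Slc1a5 on chromosome 7 from 17371025 to 17372261 had 5, 6, 19, 25, 54 and 76 reads from D0 to D8, a log2 fold change of 3.00 (SE 0.48, adjusted p = 0.0329). The circRNA of Srgap1 on chromosome 10 from 121362872 to 121368565 changed by 1.45 (SE 0.23, adjusted p = 0.0329). For Svep1, on chromosome 4 from 58188803 to 58192579, the change was 1.18 (SE 0.21, adjusted p = 0.0471). The last, of Arhgap10 on chromosome 8 from 79868539 to 79875571, changed by 1.70 (SE 0.31, adjusted p = 0.0488). In each, both D8 libraries were higher than both D0 libraries.

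Leaving out a library gave 9 and 8 such circRNAs without D0 replicate 1 and D0 replicate 2, 1 without either D4 replicate 1 or D4 replicate 2, and 12 without either D8 replicate 1 or D8 replicate 2. RLE factors, totals alone and a mean of 5 or more gave 2 each, no filter 1, a mean of 20 or more 20, a replicate block 0 and the removal of circRNAs with an isolated 0 gave 142. The fit of D0 and D8 alone gave 0, where edgeR called 0 circRNAs in all (204 at an unadjusted p under 0.05, and 25 by DESeq2 on all libraries). The same detection rule could be a source here too, but draws with no change gave at most 1 call of D8 against D0. With thinned libraries 15 passed. A change with the stage may explain these circRNAs, and this is a hypothesis found and tested on the same libraries.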

How the results depend on the processing

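The settings were fixed before the data were examined, except the study's totals, the removal of circRNAs with an isolated 0, the thinning of libraries, detection by 10 or more reads in 1 replicate, pairs of circRNAs that share no end, and the autosomes alone, which were chosen after the counts had been seen.

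With 5 or more reads in both replicates, 645 circRNAs were detected in all 3 stages and 975 at 1 stage only. With 2 or more reads in either replicate there were 2137 and 544. A stricter minimum can only remove detections at a stage, which fixes the direction for circRNAs in all 3 stages but not for those at 1 stage only. Counts within 1.5 times the main ones came from 3 or more reads (887 and 1503), from each library left out, from thinning (920 and 1581) and from 10 or more reads in 1 replicate (1185 and 1585). Weighting by reads moved the shares of exonic, intronic and intergenic circRNAs to 96.8%, 3.14% and 0.0493%. Parental genes with more than 1 circRNA numbered 342 with a mean of 5 or more reads, and 429, 445 and 501 on D0, D4 and D8 alone, where fewer circRNAs enter. The ratio of the highest to the lowest stage median was 1.08 over circRNAs of all 3 stages. The ratio of replicate distance to the distance of other pairs was 0.783 over the circRNAs that filterByExpr kept, and 0.726, 0.748 and 0.747 with pseudocounts of 1 and 100 and with thinning.

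The number of DECs across the stages changed with most settings. It was 16 with RLE factors and with the study's totals, 39 with DESeq2, 5 with column totals alone, 396 with no filter, 5 with a mean of 5 or more and 71 with a mean of 20 or more, where 401 circRNAs were tested. Without circRNAs that have an isolated 0 it was 242, and after thinning 59. With each library left out it ran from 2 (without D4 replicate 2) to 58 (without D8 replicate 2). Of the 16 main calls, 14 were also called with a mean of 20 or more, 7 without D4 replicate 1, 2 without D4 replicate 2 and 16 without D8 replicate 2. The numbers higher on D8 than on D0 were 26 with DESeq2, 3 with totals alone, 156 with no filter, 3 with a mean of 5 or more, 43 with a mean of 20 or more, 136 without isolated zeros, 38 after thinning, and 2 to 30 with a library left out. Apart from the tests given under the other observations, the cause was not tested.

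A replicate block gave 4 DECs, 3 of them higher on D8, with 17 calls of D4 against D0, 4 of D8 against D0 and 0 of D8 against D4 (141 at an unadjusted p under 0.05). The residuals of equal replicate numbers had correlations of 0.035, 0.070 and 0.047 between stages, so nothing shows that the numbers pair the cultures, and a block takes up residual degrees of freedom.

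Between D0 and D4 the count was 76 in a fit of those stages alone, 189 without isolated zeros, and 4 to 67 with a library left out (4 without D4 replicate 1 and without D4 replicate 2, 67 without D8 replicate 2). Apart from the replicate block, it lay between 32 and 64 with the other settings, DESeq2 giving 46. Between D0 and D8 it was 41 with a mean of 20 or more, 173 without isolated zeros, 37 after thinning and 11 to 27 with a library left out (11 without D4 replicate 1 and without D4 replicate 2, 27 without D8 replicate 1). In a fit of D0 and D8 alone edgeR called 0, with 204 at an unadjusted p under 0.05, where DESeq2 on all libraries called 25. Between D4 and D8 it was 3 with DESeq2, 2 with a mean of 20 or more, 71 without isolated zeros, and 0 (without D4 replicate 2, with 156 at an unadjusted p under 0.05) to 15 (without D8 replicate 2) with a library left out. The cause was not tested, but each library left out removes a residual degree of freedom and changes which circRNAs pass the filter.

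Of 551 values of named circRNAs under alternatives, 402 kept their direction and their side of the threshold, 99 passed it where they had not, 45 no longer passed it and 5 changed sign. The sign changed for circ_0001052 of Hipk3, -0.0098 without D8 replicate 1 (to 0.46 over the libraries left out), and for circ_0001704 of Nfix, -0.0124 without D0 replicate 2 (to 0.85). For circ_0001473 it changed with a mean of 20 or more (-0.0463), after thinning (-0.0132) and without D8 replicate 2 (-0.35, in a range to 0.58). The main values of these were 0.21, 0.33 and 0.15, with standard errors of 0.21, 0.30 and 0.39. Of the 35 named circRNAs, 13 passed in the main test, 26 with DESeq2, 28 with no filter, 6 without D4 replicate 1 and 2 without D4 replicate 2.

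A read is worth 19.7 to 33.2 circCPM, the median circRNA has 27 reads over the 6 libraries, and in simulated counts at the fitted spread 0 of 200 circRNAs changed 4-fold were recovered by edgeR (29 by DESeq2). With a dispersion of 0.0988, edgeR recovered 79, so the spread limits the test at this depth.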

Differences from the paper's values

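For the correlation between circRNA number and chromosome length, the paper's value is 0.69 and the value here is 0.478. Of the settings fixed before the data were examined, parental genes gave 0.553 and circRNAs with a mean of 5 or more reads gave 0.476. Leaving out chromosomes 1 and 19, another such setting, gave 0.355, and all of these are below the paper's value. Over the autosomes alone, a setting chosen after seeing the values, r was 0.669, which leaves out 1 of the 20 chromosomes. The paper's text gives 0.69 for chromosome length, while Fig. 1D prints it on a plot against the number of RNAs per chromosome, so these values are of unlike quantities if the figure is right. The paper's text also reports a higher R with the number of linear mRNAs per chromosome, which was not computed here. With the number of annotated protein-coding genes, which is not the number of mRNAs detected, r was 0.676 here.

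The paper's number of DECs is 41, of which 39 are analysed here, and the main test gave 16. Among the alternatives set before the data were examined, the value falls within 1.5 times the paper's with DESeq2 (39), without D0 replicate 1 (33), without D0 replicate 2 (34), without D8 replicate 1 (48) and without D8 replicate 2 (58). It does not with RLE factors (16), totals alone (5), no filter (396), a mean of 5 or more (5), a mean of 20 or more (71), a replicate block (4), without D4 replicate 1 (9) and without D4 replicate 2 (2). DESeq2's likelihood ratio test is the test that the paper's methods name, and it called all 39. Of these 39, 38 were called with no filter, 28 with a mean of 20 or more, 16 with RLE factors, 5 with totals alone, 5 with a mean of 5 or more and 4 with a block. The number was 23 and 24 without D0 replicate 1 and D0 replicate 2, 7 and 2 without D4 replicate 1 and D4 replicate 2, and 30 and 34 without D8 replicate 1 and D8 replicate 2. After thinning, a setting chosen after seeing the values, 59 circRNAs were called, 34 of them in the paper's list, so that 5 of the 39 were not called. Without circRNAs that have an isolated 0, also chosen after seeing the values, 38 of the 39 were called among 242.

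The paper counts 28 DECs as higher on D8 and 13 as lower, and the main test gave 12 and 3. The number of higher circRNAs falls within the paper's with DESeq2 (26), without D0 replicate 1 (28), without D0 replicate 2 (27), without D8 replicate 1 (28) and without D8 replicate 2 (30), and not with the other alternatives set before the data were examined (12, 3, 156, 3, 43, 3, 7 and 2 with RLE factors, totals alone, no filter, a mean of 5 and of 20, a block, and without D4 replicate 1 or D4 replicate 2). The number of lower circRNAs falls within it with DESeq2 (12) and without D8 replicate 1 (19). It does not with RLE factors (3), totals alone (2), no filter (148), a mean of 5 (2), a mean of 20 (28), a block (1), without D0 replicate 1 (4), D0 replicate 2 (6), D4 replicate 1 (2), D4 replicate 2 (0) or D8 replicate 2 (27). The direction of change was the paper's in 38 of the 39, and the other, circ_0016408 of Zfx, was listed at 0 in both libraries of D0 and of D8.

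The lowest correlation between libraries on rlog values is about 0.93 in Fig. 3C, read by eye, and was 0.822 here over the 3662 circRNAs. The circRNAs behind Fig. 3C are not stated in the paper, so these values can rest on different sets. No alternative was set for it. The first principal components of the 500 circRNAs with the most variable of these values took 44.7% and 23.6% of the variance.

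The paper states that chromosome X is the shortest. In mm9 chromosome X has 166650296 bases and chromosome 19 has 61342430, the fewest of the 20 compared. The paper states that circ_0010609 has sites for several members of the miR-30 family. In Supplementary Table 7, circ_0010609 has 0 interactions with that family and circ_Slc10a7 has 5. Fig. 2B draws circ_0001473 with exons 3 to 5, where the annotated transcript with the most exons between its ends places them in exons 2 and 6. The paper states that circRNAs of one parental gene show different trends. Over 722 pairs the D8 against D0 changes had the same sign in 63.0%, against 49.8% with shuffled gene labels. The remaining pairs did not share a sign, so these values do not contradict the statement. They also leave out D4, which the paper's trends include.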

Other observations

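Of the tests below, those of isolated zeros against spread between replicates, of mRNAs exchanged between genes, of random circRNA pairs past the correlation threshold, of thinned libraries, of circRNA pairs that share no end and of protein-coding gene numbers were chosen after the result was seen. The test of thinned libraries had its outcome stated before it was run.

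With no filter on low counts edgeR called 396 circRNAs, of which 302 had a mean under 5 reads and 304 had reads at 1 stage only. The rule of 2 or more reads in both replicates selects circRNAs whose replicates match at low counts, which could lead to such calls without any change. Draws with no change put through the rule gave 0 calls with no filter at every spread tried. The draws start from circRNAs that passed the rule, and those that never passed it are not in the deposited table, so the rule and a change with the stage cannot be told apart for these circRNAs.

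Detection at 1 stage only, in 1715 circRNAs, may come in part from counting at low depth. In 1000 Poisson draws with no change, 539 circRNAs on average were detected at 1 stage only, and 686 in draws with the fitted spread. Over all spreads tried the highest number was 864. The draws take their circRNAs from those that passed the rule in the files, so circRNAs that would enter by chance are missing from them. Counting at low depth and stage-specific expression cannot be told apart for that reason.

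In 119 cases, in 117 circRNAs, a library stood at 0 where its replicate had 15 or more reads. The largest was a circRNA of Slc10a7 on chromosome 8 from 81039485 to 81102656, with 0 and 83 reads on D0. There were 26 such zeros on D0, 29 on D4 and 64 on D8. Spread between replicates on top of counting error is a candidate explanation. Poisson draws alone gave at most 2 such zeros in 200 draws, which decides nothing, since separate cultures differ by more than counting error. Draws at the stage levels gave 22.4 such zeros on average with 1 spread and 72.3 with a spread that varied between circRNAs (at most 87). Draws with no change and the wider spread of the fit with no filter gave 129.7 on average. That spread was itself fitted to counts that hold these zeros, so a wide spread between replicates and a loss of reads in processing cannot be told apart. Reads of the missing junction could also have been counted on a circRNA of the same gene that shares an end. Such a circRNA was higher in the library at 0 in 26 of 47 cases, or 55.3% (exact binomial test, two-sided, p = 0.560). So few cases leave a part of the zeros open to this explanation, and it too cannot be told apart. No biological explanation was tested, since the zeros lie within replicates.

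Leaving out the 294 circRNAs with a 0 against 10 or more reads raised the number of DECs from 16 to 242. Removing discordant replicates might make calls by lowering the fitted spread, but the same removal in draws with no change gave at most 14 calls. The test argues against this as the whole cause. Another candidate explanation is that isolated zeros raise the fitted spread for all circRNAs and hide changes. In simulated counts 54% of changed circRNAs without a zero were recovered before zeros were placed in others and 0% after, in the median of 5 draws, where the same counts gave a common dispersion of 0.331 after placing against 0.219 in the files. The placed zeros are thus harsher than those of the files. This outcome is consistent with the explanation.

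More circRNAs changed between D0 and the later stages (46 and 21) than between D4 and D8 (1). The D0 libraries have the lowest totals, which could contribute. With every library thinned to the smallest total, 64 circRNAs changed between D0 and D4, 37 between D0 and D8 and 1 between D4 and D8, which argues against the totals as the whole cause. A fit of D0 and D8 alone called 0 circRNAs, with 204 at an unadjusted p under 0.05 and 25 by DESeq2 on all libraries. Whether the changes differ in number beyond the threshold was not tested. The stage of adipogenesis stays open as a biological explanation, together with the days in culture.

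circRNAs of one gene had D8 against D0 log2 fold changes that differed by 1.44 on average, against 2.06 after shuffling the gene labels. Shared output of the parental gene may explain this. Among 369 pairs that share no end the difference was 1.43, and among 37 such pairs with a mean of 20 or more reads it was 0.79 (permutation p = 0.0028), so reads exchanged between circRNAs with a common end are not needed for it. The level of the parental mRNAs was not analysed here.

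Supplementary Table 6 gives circRNA-mRNA correlations over the means of 3 stages, and the first 1998 of its 3711 pairs are held here. They come first by p, with an absolute r of 0.751 or more, so the numbers below are not shares of all pairs. Its p-values match those of 6 values, for which the threshold of r is 0.811, and with 3 values it would be 0.997. Of these pairs 1799 pass the former and 285 the latter. The DECs among them number 33, from 30 genes, of which 6 pass the latter. Means of 3 stages could give a high r for unrelated profiles. Among 99908 random pairs of circRNAs from different genes, 40.5% passed the threshold for 6 values and 5.63% that for 3, against 48.67% that the paper reports for its pairs. With the mRNA means exchanged between the genes held here, 47.0% passed the threshold for 6 values. Random circRNAs share the stages and their libraries with each other, so they are not unrelated in every way, and chance and a link of circRNA with mRNA cannot be told apart.

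For the sign of these correlations the values argue against unrelated profiles as the whole cause. Of the 1799 pairs 76.4% were positive, against 53.4% of the random circRNA pairs past the threshold. When the paper's mRNA means were exchanged between the 1332 genes held here, 55.0% were positive on average over 10000 exchanges and at most 61.7%. All 33 DECs were positive. With an mRNA of another gene drawn for each of their 30 genes, among those past the threshold, 15.0 were positive on average and at most 25. With a random circRNA in place of the mRNA, which no choice by r has touched, it was at most 26. The mRNAs held here belong to the pairs that come first by p. In 1000 sets of unrelated pairs cut by r in the same way, the share of positive pairs exceeded that after an exchange by at most 5.20 percentage points, against 21.4 in the pairs held here. A link of a circRNA with the mRNA of its gene remains a hypothesis, and the stages give no test of it apart from other changes that go with them.

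The number of circRNAs per chromosome had a Pearson r of 0.676 with the number of annotated protein-coding genes (permutation p = 0.0011) and a Spearman rho of 0.821 (permutation p = 4e-05). Without chromosomes 7 and 2, the farthest from the median, r was 0.779 (permutation p = 0.00016). No explanation was tested.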
